A study of Mus musculus with 6 samples. Its data were reported in "Transcriptomic Analysis of Long Non-coding RNA-MicroRNA-mRNA Interactions in the Nucleus Accumbens Related to Morphine Addiction in Mice" (2022).

How the data were processed

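Total RNA from the NAc of C57BL/6N mice was sequenced by the authors in 6 libraries, 3 per group, with the group taken from the treatment label of each sample. According to the series description, tissue of more mice than samples entered each group, while the study's figure text presents each library as the tissue of a single mouse, so whether animals were pooled stays open. Replicate numbers were given in accession order and served as names only. The labels gave no sequencing batch.

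Per the study's methods, libraries were strand-specific, reads were mapped with HISAT2, transcripts were assembled with StringTie and compared with the annotation, and lncRNA candidates were kept when coding-potential tools called them non-coding. The genome build and annotation release were not stated. The read counts per transcript in the deposited table are whole numbers, but a small count need not stand for a whole read. For MSTRG.397062.31 the count was 148 at an FPKM of 0.302 in saline library 1. In saline library 2 it was 1 at an FPKM of 3.3e-05. The FPKM values, deposited by the authors, came from StringTie and are normalised to transcript length and mapped fragments. The log2 fold changes and p-values adjusted as false discovery rate in the same table are the authors' own, from the DESeq package. Only the transcripts that the authors had called differential are in the table, so a test over all expressed lncRNAs, their library sizes and their correlation between libraries were not analysed here. Assembly-based counts depend on how reads are shared between isoforms, and an isoform that was not assembled can be listed at 0.

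The files of single libraries carry a column called FPKM that held only 0 and negative whole numbers down to -25, and so was not FPKM. Each entry is an event with its type, gene, position and strand, in the layout that the ASprofile program writes. Between 3.29% and 3.57% of these values were 0 and between 63.1% and 63.9% were -1. They were not used as a level. The number of per-sample columns of the table left unused was 0.

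The design fixed before the data were examined assumed a table of all lncRNA transcripts. As the files hold another content, the tests were changed as follows. The library size was the relative depth, obtained by least squares, weighted by count, on the log ratio of count to FPKM with a transcript and a library term, over 91 values with at least 10 counts. Only 4 transcripts linked the groups. The ratio of mean depth, morphine over saline, was 1.188, and lay between 1.177 and 1.206 when a linking transcript was left out. The median absolute residual was 0.32%. The 31 transcripts were fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, without TMM, without filterByExpr and without an abundance trend, since a list chosen for change has no unchanged transcripts to scale or smooth on. The common dispersion was 0.788. P-values were adjusted by Benjamini-Hochberg over the list alone. Normalised counts are counts divided by relative depth and multiplied by its mean. As alternatives, limma 3.58.1 was run on log2(FPKM + 0.1), with pseudocounts of 1 and 0.01 and after quantile normalization, without an intensity trend. Fold changes in these fits are on the log2(FPKM + pseudocount) scale, which understates the change of low transcripts. Further alternatives were edgeR with robust estimation, and DESeq2 1.42.0 with dispersions estimated per transcript and no shrinkage. The lack of shrinkage may make its p-values small, which was not tested apart. Each library was also left out in turn. Equal depth in all libraries was added after seeing the data.

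For events, the included and skipped entries of a pair were merged, and an event was identified by class, gene, chromosome, strand and the start and end of its exon or intron. An exon or intron listed under more than one class was thus counted once in each. Transcript starts and ends were identified by their splice-side coordinate, since outer ends vary with coverage. The 20 event types were merged into 12 classes and 4 families. An event is group-specific when present in all 3 libraries of a group and in none of the other, and its number was set against all 10 splits of the 6 libraries. The event analysis and its alternatives were chosen after seeing the data. They were all coordinates with the pattern as identity, genes listed in all 6 libraries, genes in place of events, no patch or scaffold sequences, no events on the other strand than their gene, and each library left out in turn. Counts per library were compared by two-sided exact permutation tests, for which 3 against 3 libraries give no p under 0.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. Events in the lists depend on depth and on assembly, and absence from a list does not show that an event was absent from the tissue.

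Positions, gene names and biotypes were taken from GENCODE M21 on GRCm38. Between 99.36% and 99.41% of the gene identifiers of a library were found there. Positions are given from 1. Transcripts were named by a rule fixed before the data were examined, which took the 5 with the smallest adjusted p in each direction in the refit and in the authors' deposited table, the 17 genes the study names and 6 level-check transcripts. Marker lists of 20 ependymal, 20 choroid plexus, 15 striatal projection neuron and 15 cortical projection neuron genes were written before they were tested.

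Scripts were tested on simulated data. With 2000 simulated transcripts, of which 200 changed 16-fold, 99% of the changed were recovered at an adjusted p of 0.05, with 5 false calls. With 31 simulated transcripts that all changed, 100% were recovered. Both used a dispersion of 0.2, which is below the 0.788 of the data. At a simulated dispersion of 0.788, recovery was 55% of the 200, with 4 false calls, and 96.8% of the 31. Among 5000 simulated events, all 300 group-specific events were recovered, and 3.13% of 50000 random events were group-specific where 3.13% was the theoretical share. The floor of 3 counts is the limit for a count of 0, and it covers counting error only, at 95% confidence.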

Results

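RNA sequencing was performed on the nucleus accumbens (NAc), a ventral striatal region of the brain reward circuit, of C57BL/6N mice trained in conditioned place preference (CPP). In CPP, an animal learns to associate a compartment with a drug injection. There were 6 libraries, 3 from morphine-trained mice (the morphine group) and 3 from saline-trained mice (the saline group). The deposited data used here were of 2 kinds. The first was the authors' deposited table of differentially expressed long non-coding RNA (lncRNA) transcripts, with a read count and an FPKM value (a fragment count normalised to transcript length and to the mapped fragments of the library) per library. The second was a list per library of alternative splicing and transcript-end events in the assembled transcripts. The question addressed by the comparison was which transcripts changed in the NAc after morphine CPP training.

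The total read number of each library was not analysed here, and only the relative depth could be recovered, from the ratio of count to FPKM. With saline library 1 set to 1, the relative depth was 1.07 in saline library 2 and 1.37 in saline library 3. It was 1.20, 1.59 and 1.29 in morphine libraries 1, 2 and 3. The group means were 1.14 ± 0.195 for saline and 1.36 ± 0.208 for morphine (SD, n = 3). This difference was not significant (exact permutation test, two-sided, p = 0.3), and 0.1 was the smallest p that 3 against 3 libraries allowed. The libraries carried between 875 and 2445 reads on the listed transcripts, which was a sum over a selected list and not a library size.

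The authors' deposited table held 31 lncRNA transcripts from 30 assembled loci, 16 upregulated and 15 downregulated in the morphine group. Identifiers were those of the transcript assembly (MSTRG), without positions, so genomic coordinates of these transcripts were not analysed here. In the authors' deposited table, the absolute log2 fold change ranged from 3.69 to 11.76. The authors' deposited table gave a false discovery rate under 0.01 for 25 transcripts and of 0.01 or more for 6, of which 4 were upregulated, with a highest value of 0.0351.

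The listed transcripts were expressed at a low level. The mean FPKM of the higher group was under 1 for 30 of the 31 transcripts, with a median of 0.332 and a highest value of 1.09. That value, of MSTRG.471676.2, rested mainly on morphine library 2. Its FPKM was 0.254, 2.763 and 0.266 in morphine libraries 1, 2 and 3. In 21 transcripts the count was above 0 in all libraries of a group and 0 in all 3 libraries of the other, 11 of them present only in morphine and 10 only in saline. When FPKM of at least 0.1 was required in each library of the expressing group, 14 such transcripts were left. Among the 21, MSTRG.397062.31 was present in saline library 2 only by a count of 1, at an FPKM of 3.3e-05. In 26 transcripts, the other group lay at or under 3 counts in each library, which is what a count of 0 allows at 95% confidence. For these, the mean of the higher group was set against 3 counts as a bound on the fold change. It is a lower bound for counting error only where the other group was at 0, since a count above 0 allows more. The spread within the higher group is left out of it. These bounds ranged from 7.37-fold to 131-fold. The highest rested mainly on a single library (MSTRG.397062.31, at least 31.1-fold without saline library 3), and the next was 103.9-fold. Without the highest library of each transcript, the bounds ranged from 3.49-fold (MSTRG.5951.2, without morphine library 1) to 73.0-fold (MSTRG.378066.2, without morphine library 3). The groups did not overlap in any of the 31 transcripts, whereas chance gives 10% for 3 against 3 libraries, but the list had been chosen on these same samples. For MSTRG.397062.31 the separation rested on the count of 1 in saline library 2.

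**Figure D1:**
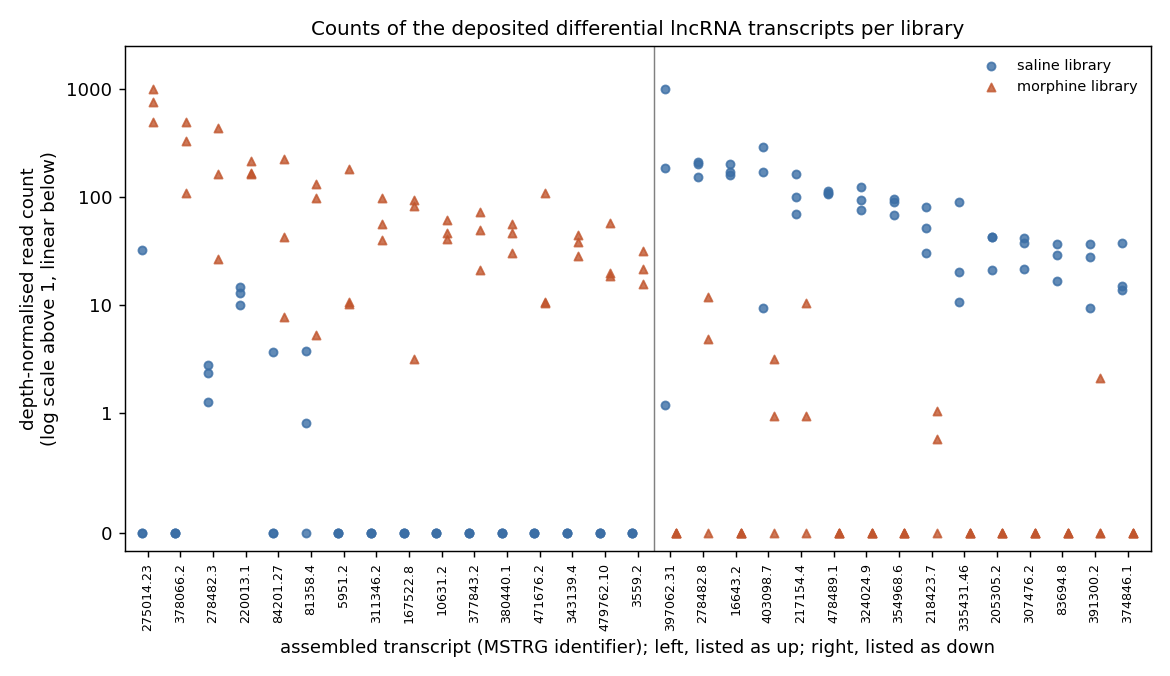
Depth-normalised read count (symmetric log axis, linear below 1) of each of the 31 listed transcripts, with a point for each of the 3 saline and 3 morphine libraries. In 21 transcripts all 3 libraries of the lower group sit at 0, and in several transcripts the libraries of the higher group lie more than 10-fold apart.

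The spread within the expressing group was large for part of the list. A single library held over 80% of the normalised count of its group in 4 transcripts, which were named after their values were seen. They were MSTRG.471676.2 (83.7% in morphine library 2), MSTRG.84201.27 (81.7% in morphine library 2), MSTRG.5951.2 (89.7% in morphine library 1) and MSTRG.397062.31 (84.2% in saline library 3). For MSTRG.397062.31 the counts in saline libraries 1, 2 and 3 were 148, 1 and 1085. Its normalised count was 393.7 ± 528.5 (SD, n = 3), so the SD exceeded the mean. A single library held over 50% of the group's count in 14 of the 31 transcripts.

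The transcripts were refitted with edgeR's quasi-likelihood test on the deposited counts, using the relative depth as library size. All 31 passed an adjusted p of 0.05 in the direction of the authors' deposited table (Benjamini-Hochberg, adjusted over the list alone). The study chose this list on these samples, so this is not independent evidence. With an adjusted p under 0.01 and an absolute log2 fold change of at least 1.5, 19 of the 31 passed. The alternative that moved the refit most was limma on log2(FPKM + 1), where 21 passed at 0.05 and 0 passed the stricter pair of thresholds, while 22 had an unadjusted p under 0.05. Without saline library 3, 23 transcripts passed at 0.05. MSTRG.397062.31, with the highest adjusted p in edgeR (0.0321, Benjamini-Hochberg), passed in 5 of the 13 alternative fits, with adjusted p from 0.000286 to 0.162, and was lower in 3 of 3 morphine libraries, by at least 131-fold, or by at least 31.1-fold without saline library 3. Its count of 1 in saline library 2, at an FPKM of 3.3e-05, was itself under the floor of 3. It was lost without saline library 1 or 3 and without morphine library 1 or 2.

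In each transcript named from this test, all 3 libraries of the higher group lay above all 3 of the other. Among the upregulated transcripts, MSTRG.220013.1 had the smallest adjusted p in edgeR (0.00198, Benjamini-Hochberg). It was 1 of 2 listed transcripts detected in all 6 libraries, with a normalised count of 12.5 ± 2.35 in saline and 182.4 ± 30.2 in morphine (SD, n = 3), a 14.6-fold difference. MSTRG.10631.2, MSTRG.343139.4 and MSTRG.380440.1 followed with an edgeR adjusted p of 0.0022 each, and MSTRG.311346.2 with 0.00236. These 4 had 0 counts in the saline group. Their normalised counts in morphine were 49.6 ± 10.7, 36.7 ± 7.96, 44.2 ± 13.3 and 64.9 ± 30.1 (SD, n = 3), which were at least 16.5-fold, 12.2-fold, 14.7-fold and 21.6-fold higher than the floor of 3 counts. MSTRG.3559.2, also upregulated, had the same edgeR adjusted p of 0.00236 as MSTRG.311346.2. The smallest false discovery rates of upregulated transcripts in the authors' deposited table were those of MSTRG.378066.2 (2.49e-08), MSTRG.311346.2 (4.2e-05), MSTRG.10631.2 (7.7e-05), MSTRG.380440.1 (0.0002) and MSTRG.377843.2 (0.000207). MSTRG.278482.3 had the same rounded value of 0.000207 in the authors' deposited table. MSTRG.378066.2 was absent from saline, and its normalised count in morphine was 311.6 ± 195.3 (SD, n = 3), at least 103.9-fold above the floor. For MSTRG.377843.2 it was 47.6 ± 25.5 (SD, n = 3), at least 15.9-fold above the floor.

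Among the downregulated transcripts, the 5 with the smallest edgeR adjusted p were also the 5 with the smallest false discovery rate in the authors' deposited table. MSTRG.16643.2 and MSTRG.478489.1 both had an edgeR adjusted p of 0.00198 (Benjamini-Hochberg) and 0 counts in morphine. Their normalised counts in saline were 177.1 ± 21.8 and 109.8 ± 3.52 (SD, n = 3), at least 59.0-fold and 36.6-fold above the floor. MSTRG.324024.9 and MSTRG.354968.6 had an edgeR adjusted p of 0.0020 and 0 counts in morphine. Their saline counts were 97.2 ± 24.6 and 84.5 ± 14.7 (SD, n = 3), at least 32.4-fold and 28.1-fold above the floor. MSTRG.218423.7, with an edgeR adjusted p of 0.0022, had 54.4 ± 25.6 in saline and 0.61 ± 0.544 in morphine (SD, n = 3). Its saline mean was 18.1-fold above the floor. Each of these 5 passed at 0.05 in all 13 alternative fits.

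Only 1 locus, MSTRG.278482, had 2 listed transcripts, and they were listed in opposite directions. MSTRG.278482.3 rose from 2.12 ± 0.776 in saline to 207.2 ± 205.8 in morphine, and MSTRG.278482.8 fell from 188.8 ± 32.9 to 5.55 ± 5.92 (SD, n = 3). The morphine mean of MSTRG.278482.3 was 95.2 without morphine library 1, and that of MSTRG.278482.8 was 2.43 without morphine library 2. The summed normalised count of both was 190.9 ± 32.4 in saline and 212.8 ± 200.1 in morphine (SD, n = 3), with no difference detected (exact permutation test, two-sided, p = 0.9). Without morphine library 1 the summed morphine mean was 103.5.

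The event lists held 67535 to 80469 entries per library. An event is a transcript start or end, or a place where assembled transcripts of a gene differ. Such places are an exon that is included or skipped, an intron that is retained or spliced, or an alternative exon boundary. Starts and ends were also listed for genes without any other event, so a listed gene need not have transcripts that differ. After the paired entries of an event were merged, 54660 to 62209 events in 14243 to 14956 genes were left per library. Over all libraries 132823 events in 16154 genes were listed, and 13183 genes (81.6%) were listed in all 6 libraries. The build of the lists was checked against the GRCm38 mouse genome with GENCODE M21 annotation. Between 93.0% and 94.9% of retained introns, and between 88.4% and 90.5% of single skipped exons, had the exact position of an annotated intron or exon.

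The number of listed genes followed depth. Over the 6 libraries, its correlation with relative depth was r = 0.985 (exact permutation p = 0.00278) and Spearman's rho = 1.0 (p = 0.00278, the smallest that 720 pairings can give). Without the libraries farthest from the median depth (saline 1 and morphine 2), r was 0.973. Exon skipping events gave r = 0.915 (exact permutation p = 0.0139) and rho = 0.943 (p = 0.0167), and r = 0.866 without these libraries. In 6 such relations the Benjamini-Hochberg adjusted p of rho was 0.0167 for listed genes and 0.05 for exon skipping. For r it was 0.0167 and 0.0417. Intron retention events did not follow depth, with r = -0.104 (exact permutation p = 0.864) and rho = -0.314 (p = 0.564), and r = -0.0964 without the same libraries. The adjusted p was 0.864 for r and 0.803 for rho. Neither total events, transcript ends nor alternative exon ends passed, with adjusted p of rho of 0.803, 0.206 and 0.803. No correlation within groups was tested, as each held only 3 libraries. In order of depth, listed genes rose in saline (14243, 14391 and 14791 in libraries 1, 2 and 3). They also rose in morphine (14483, 14639 and 14956 in libraries 1, 3 and 2). In the same order, intron retention events fell in saline (7925, 5435 and 5409). They had no steady order in morphine (9534, 6432 and 7291).

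No event family differed in number between the groups. Intron retention events numbered 6256 ± 1445 in saline and 7752 ± 1602 in morphine (SD, n = 3), a difference of 23.9% that did not exceed the spread between libraries (exact permutation test, two-sided, p = 0.3, with 0.1 the smallest possible). Single libraries moved this value most. It was 42.98% without saline library 1 and 9.67% without morphine library 1. Exon skipping events numbered 5872 ± 339.7 and 6038 ± 202.3 (p = 0.5, exact permutation test, n = 3), alternative exon ends 5692 ± 332.4 and 6217 ± 459.6 (p = 0.2, exact permutation test, n = 3), and transcript ends 38840 ± 910.5 and 39840 ± 859.4 (p = 0.2, exact permutation test, n = 3). Across 12 event classes the lowest p was 0.2 and the lowest Benjamini-Hochberg adjusted value was 0.436, from exact permutation tests. The groups overlapped in all 12 classes, although the morphine mean was the higher in each of them.

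**Figure D2:**
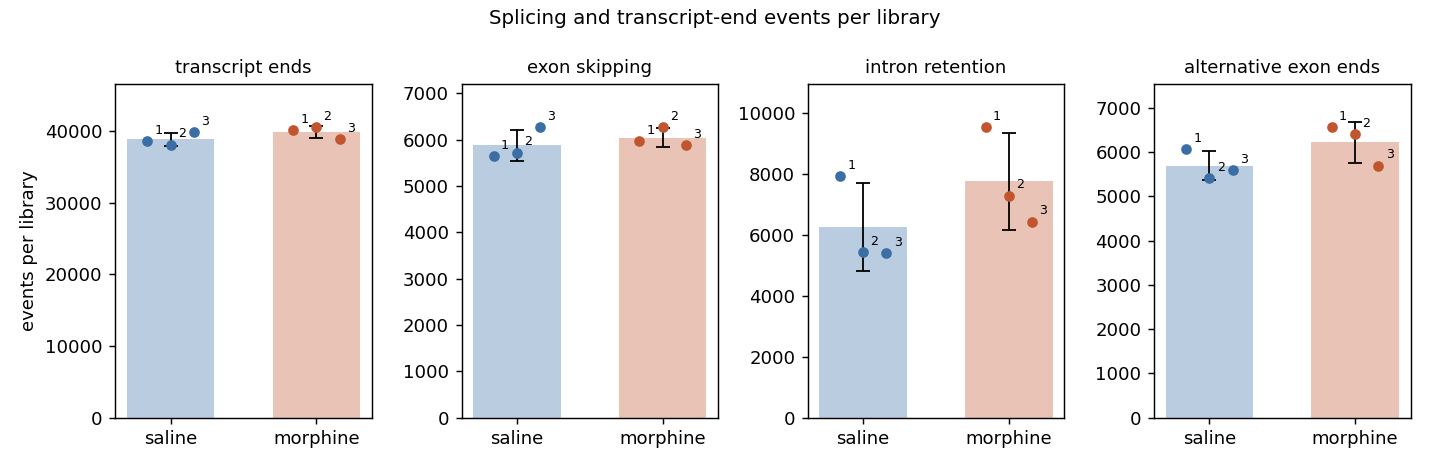
Number of events per library (vertical axes from 0) in 4 event families, with points for libraries 1 to 3 of each group, bars for group means and error bars for the SD (n = 3). Intron retention ranged from 5409 events in saline library 3 to 9534 in morphine library 1, with saline library 1 (7925) above morphine libraries 2 (7291) and 3 (6432).

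Taken over both groups, libraries of the same group were not detectably more alike than libraries of different groups. The Jaccard similarity (shared events over all events of a pair) was 0.471 ± 0.0184 over the 6 pairs within groups and 0.470 ± 0.0149 (SD) over the 9 pairs between groups. The difference was 0.00055, and 5 of the 10 possible splits of the 6 libraries into 3 and 3, the real one included, gave one as large. It changed sign when any saline library was left out, reaching -0.00777 without saline library 1. The mean was 0.484 over the 3 saline pairs, all above the mean between groups, and 0.458 over the 3 morphine pairs. A gap as large between the sides was found in 2 of the 10 splits, the real one included. For exon skipping the similarity was 0.474 within and 0.470 between groups, a difference of 0.0040 that 2 of the 10 splits reached, and of -0.0010 without saline library 1. With both groups weighted alike, the exon skipping difference was 0.00283 without saline library 1. It then ran from 0.00161 to 0.00832 when each of the 6 libraries was left out in turn. Sharing differed between families. Of the transcript-end events, 29.8% were found in all 6 libraries and 43.2% in only 1, whereas of the intron retention events 1.70% were found in all 6 and 67.5% in only 1.

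In all, 874 events were present in the 3 libraries of a group and in none of the other, 368 in saline and 506 in morphine, or 0.658% of events. The other 9 splits gave 746 to 908 events, and 3 of the 10 splits, the real one included, gave at least 874. By family, the real split gave 409 transcript ends (373 to 440 in other splits), 183 retained introns (164 to 215), 136 alternative exon ends (72 to 140) and 146 skipped exons (94 to 134). Exon skipping was thus the only one of the 4 families in which the real split gave the most. When events were compared by all their coordinates and their pattern, 144 exon skipping events were group-specific, and another split also gave 144. Of the 874 events, 791 (90.5%) lay in genes that were listed in all 6 libraries. The number of genes listed in all libraries of only 1 group was 56, 16 in saline and 40 in morphine, and 25 to 64 in the other splits.

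**Figure D3:**
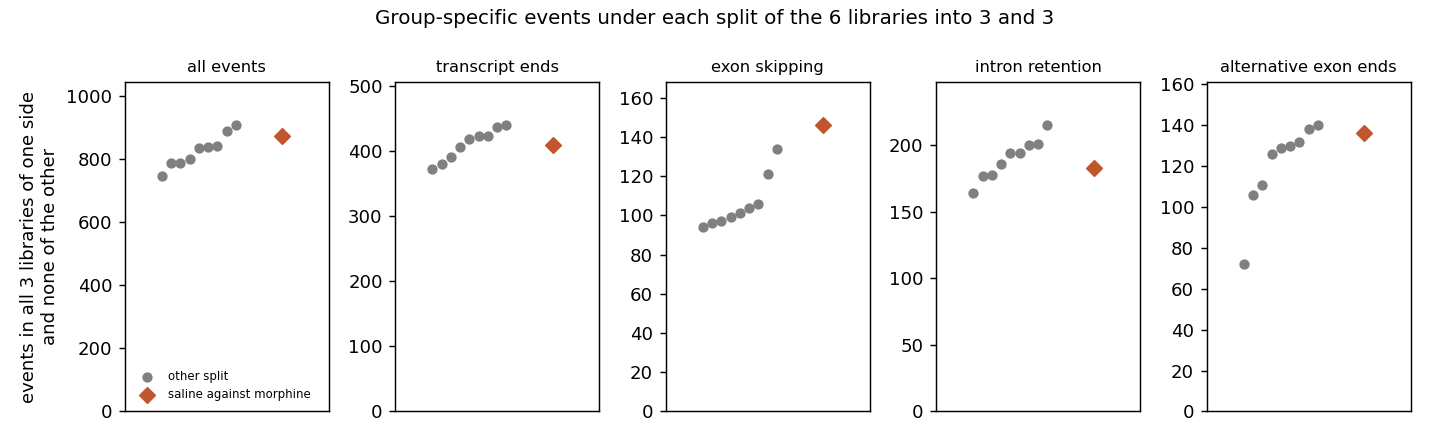
Number of events present in all 3 libraries of a side and in none of the other (vertical axes from 0), for each of the 10 splits of the 6 libraries, over all events and in 4 families. The saline against morphine split (diamond) lies within the range of the other splits (grey points), except in exon skipping, where it gave 146 events against a highest other value of 134.

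For 3 genes, chosen after the values were seen because each had at least 3 group-specific exon skipping events, the events of a gene are not independent of each other. Huwe1 (ENSMUSG00000025261, chromosome X, 151800807 to 151935417, plus strand, GRCm38) had 4 events that were present only in saline, between 151806272 and 151836329, all at annotated exons. Its exon from 151806272 to 151806407 was counted under more than one exon skipping class. Prrg1 (ENSMUSG00000047996, chromosome X, 78449613 to 78583896, minus strand) also had 4 events only in saline, at annotated exons between 78561560 and 78561644. They were the overlapping intervals 78561560 to 78561644 and 78561576 to 78561644, each counted under more than one exon skipping class. Under the identifier of Rtl1 (ENSMUSG00000085925, chromosome 12, 109589193 to 109600330, minus strand), 5 events were present only in morphine. These 5 lay on the plus strand between 109606214 and 109644902, outside the annotated gene.

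The lists were also searched for the 17 protein-coding genes that the study named. Of these, 15 were listed in all 6 libraries. Wdr63 (ENSMUSG00000043020, chromosome 3) was listed in 5, and Thbs4 (ENSMUSG00000021702, chromosome 13) in 4, 2 of each group. None of the 17 had an event specific to a group. In Vip, Zfp831 and Upb1, 2 events over all libraries were listed, a transcript start and a transcript end. The lists hold no expression level, so the expression of these genes was not analysed here. Of the transcripts chosen as level checks, Snhg11 was listed in all 6 libraries with 4 to 9 events. Malat1, Meg3, Miat, Xist and Gas5 had 0 events in all 6 lists. The mice were male, so Xist was not a usable level check. Since at least 99.4% of the annotated identifiers in each list belonged to protein-coding genes, this does not bear on their expression.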

Values the study reported

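In the study, 31 lncRNAs were called differentially expressed after morphine, 16 with higher and 15 with lower levels. The thresholds in its methods were an absolute log2 fold change of 1.5 or more and an adjusted p under 0.01, while its results section wrote the latter as a p-value under 0.01. The study also measured some of these lncRNAs by qRT-PCR, and reported significant differences between the groups for most of them.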

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

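The lncRNA alternatives were chosen before the data were examined, except edgeR with equal depth, and those for events afterwards. The number of the 31 listed transcripts that passed an adjusted p of 0.05 in the refit stayed within 1.5 times of 31 in all 13 alternative fits, between 21 and 31, with the direction unchanged in each. The count at an adjusted p under 0.01 with an absolute log2 fold change of at least 1.5 was 19 and moved to 0 with limma and pseudocount 1, a setting that compresses differences between FPKM values under 1, and to 31 with DESeq2 without shrinkage of dispersions. The other 11 alternatives gave 13 to 25. Of the 21 transcripts found in all libraries of a group and at 0 in the other, 0 were left when FPKM of at least 1 was required, since the values are low.

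Leaving out a library raised the number of group-specific events from 874 to between 2209 and 2690, and that of exon skipping events from 146 to between 301 and 362, because an event then has fewer libraries to be present in or absent from. The share of splits is the comparable measure. The real split then gave the most exon skipping events in the fits without saline library 2, morphine library 1 or morphine library 3, and not in the others. The difference of within-group and between-group Jaccard similarity ran from -0.00777 to 0.0107 across these 6 fits. It was -0.00777, -0.00436 and -0.00556 without saline library 1, 2 and 3. Pairs of saline libraries were more alike (mean 0.484) than pairs of morphine libraries (0.458), and without a library its group has 1 pair against 3 of the other. With both groups weighted alike, the 6 values ran from -0.00069 to 0.00199, so most of the shift came from the unequal weight. They were still negative without saline library 2 (-0.00069) and without morphine library 2 (-0.00049). The percent difference in intron retention events kept its sign in all 9 alternatives.

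DESeq2 size factors, and the planned settings for the differential test of loci, locus shares, correlation between libraries, the number of detected transcripts per library and summed FPKM per library were not run, as they need values of unlisted transcripts. The setting with no filter on low values was not run apart, since no filter was applied. Only 2 listed transcripts were above 0 in all 6 libraries, too few for a fit. The recovered depth rests on 4 linking transcripts, which limits any result that depends on the scale between groups.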

Other observations

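The tests in this part were chosen after the results were seen, except those of the cortical list and of the refit under other splits.

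The refit count at an adjusted p under 0.01 and an absolute log2 fold change of at least 1.5 was 19. That is lower than the value quoted from the study above. At the same adjusted threshold of 0.01 the authors' deposited table held 25 transcripts, and at an unadjusted p under 0.01 the refit held 23. The refit was also run for all 10 splits of the 6 libraries. Only 1 of the 10, the real split, gave 31 calls at an adjusted p of 0.05, and the other 9 gave 0, with 0 or 1 transcripts at an unadjusted p under 0.05. This test is void, because the list was picked on the real split, and 10 splits cannot give a share under 0.1.

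The pair of oppositely listed transcripts of MSTRG.278482 may reflect reads moved between isoforms of an unchanged locus. The summed count did not separate the groups (exact permutation p = 0.9), but its SD in morphine was 200.1, and its morphine mean of 212.8 was 103.5 without morphine library 1, so whether the total of the locus also changed stays open. A change of the whole locus alone would move both transcripts the same way, and they moved in opposite directions. Only listed transcripts of the locus entered the sum.

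Intron retention differed 1.76-fold between the highest library (morphine 1) and the lowest (saline 3). The tables argue against sequencing depth as the whole cause, since rho with relative depth was -0.314, while that of exon skipping was 0.943. They also argue against a few genes with very many events. Without the 100 genes richest in retention events, the ratio of the highest library (morphine 1) to the lowest (then saline 2) was 1.79. Unspliced RNA or genomic DNA spread over a whole library is a candidate explanation. Morphine library 1 was the highest in all 4 quartiles of intron length. Its ratio to the lowest library of the quartile, which was saline 2 or saline 3, ran from 1.57 to 1.92. Of the gap between morphine library 1 and saline library 3 over all introns, 69.1% came from events seen in only 1 library. These values do not separate unspliced RNA from genomic DNA. An effect of treatment stays open, with an exact permutation p of 0.3 and saline library 1 among the highest, and the 2 cannot be told apart with 3 libraries per group.

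Group-specific events were as many as in the real split in 3 of the 10 splits. For exon skipping, only 1 of the 10 splits, the real one, gave as many as 146. As 4 families were examined and the real split has a 10% chance of ranking first in each, this is a hypothesis at most. Leaving out events on the other strand than their gene gave 140 against 93 to 133 in the other splits.

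A single identifier stood out. Under that of Rtl1, 3, 2 and 4 events were listed in saline libraries 1, 2 and 3, and 49, 65 and 23 in morphine libraries 1, 2 and 3. The means were 3.0 ± 1.0 and 45.7 ± 21.2 (SD, n = 3, exact permutation p = 0.1, the smallest possible). Counted once each, these were 91 distinct events, of which 100% lay on the plus strand, opposite to Rtl1, and 93.4% overlapped Rian (ENSMUSG00000097451, chromosome 12, 109603940 to 109661716, plus strand, GRCm38), a non-coding transcript of the same imprinted region. The values are consistent with transcripts of Rian that carry the identifier of their neighbour on the other strand. Saline library 3, with a relative depth of 1.365, was deeper than morphine libraries 1 (1.198) and 3 (1.285). It had 4 events, against 49 and 23 in these. The values argue against sequencing depth as the whole cause of the gap. An effect of treatment on Rian and a part played by depth both stay open. The correlation with relative depth was rho = 0.714 (exact permutation p = 0.136) and r = 0.681 (exact permutation p = 0.172) over 6 libraries, a single relation tested after the gene was noticed, and r = 0.00313 without saline library 1 and morphine library 2. As many genes with a gap of at least 19 events between groups (1 gene) were found in 4 of the 10 splits. A first rule, which asked for at least 30 events on a side and at most 3 on the other, found 0 genes in the real split and 0 in the others. In each library, between 1.38% and 2.24% of entries lay on the other strand than the gene they were assigned to.

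Tissue from the ventricle wall or cortex could enter an NAc dissection. All 20 ependymal genes were listed in each of the 6 libraries (exact permutation p = 1.0), so this list was saturated and decided nothing, and 2 of its genes had been named by the study. Of the cortical list 14, 15 and 14 of 15 genes were listed in saline libraries 1, 2 and 3 and 13, 15 and 13 in morphine libraries (exact permutation p = 0.6). The choroid plexus list gave 14, 13 and 14 of 20 against 11, 15 and 12 (exact permutation p = 0.6), with 1 gene named by the study. All 15 striatal genes were listed in each library. Listing carries no level, so tissue of either kind cannot be excluded.

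The column called FPKM in the event lists held 0 and negative whole numbers. Had each value been minus the number of assembled transcripts with the event, starts and ends of a gene would add up to the same total. They did so in only 64.4% to 68.7% of genes per library, which argues against that reading, and the meaning of the column stays open.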
